A study of Danio rerio with 12 samples. Its data were reported in "Pioneer and repressive functions of p63 during zebrafish embryonic ectoderm specification" (2019).

How the data were processed

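Zebrafish embryos were profiled by ChIPmentation with antibodies against p63 (6 libraries) and Sox3 (6 libraries). Per the labels and the methods of the study, reads were aligned with Bowtie to GRCz10 (danRer10) and narrow peaks were called with MACS2 for each library on its own, at a false discovery rate limit, with a genome size of 1.5 Gb and with no control library stated. Versions of Bowtie and MACS2 and the handling of duplicate reads are not stated for the peak lists.

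Each deposited list gives the 10 columns of the narrowPeak format without a header. The deposited fold enrichment is a ratio of the tag pileup at the summit to the local background of the same library, each with a pseudocount of 1. The authors' significance values are −log10 p and −log10 q of the summit against that background, and they grow with depth. The deposited score is the whole part of 10 times −log10 q. The summit is deposited as an offset in bp from the peak start. None of these values is scaled between libraries, so they were used only within a list. The lowest −log10 q was 3.00 to 3.20 in all lists and the lowest fold enrichment 1.50 to 2.52, so the deposited lists were not restricted to a high fold enrichment. The study names a limit on fold enrichment beside that on the false discovery rate, which the main setting did not apply. From 69.5% to 99.2% of the peaks of a list had a fold enrichment of at least 5. Median peak width was 162 to 258 bp. From 1.57% to 2.49% of peaks lay outside chromosomes 1 to 25 and were kept in the main setting. A peak list shows only what passed the threshold, so a missing peak is not evidence of absent binding.

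Depth was recovered from the lists. The fold enrichment and −log10 p of a peak together determine a whole-number summit pileup and a local background, by the Poisson formula of the peak caller. The recovered values returned the deposited −log10 p with a largest error of 5.31e-05 to 2.17e-04 per library. Local backgrounds above the genome-wide level corresponded to whole numbers of tags in a window of 10 kb for 100% of such peaks, which gave the fragment length of the call (99 to 156 bp). The lowest background, shared by at least 1% of the peaks, then gave the tag number. In p63 36 hpf replicate 2 only 3 peaks lay at the lowest background, so its 1.04 M tags (M, megatags) are an upper bound. The tag number counts tags left for the peak call after any removal of duplicates, and is not the number of sequenced or mapped reads. It was 1.04 M to 25.1 M for p63 and 2.75 M to 14.1 M for Sox3. Read totals listed by the study were not used here. They do not separate the WT and mutant Sox3 libraries as the recovered tags do, so depth below means tags behind the peak call and not sequencing.

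Libraries were grouped by antibody, stage and genotype as in the labels, giving 5 groups of 2 libraries and 2 groups of 1. Replicate numbers were not used as a block in the main tests, since deviations of log2 peak number from the group mean did not follow the replicate number across groups (replicate 1 lay at 0.41 in the WT Sox3 group, 0.22 in the mutant group, 0.42 for p63 at 36 hpf, −0.40 at 24 hpf and −0.11 at 80% of epiboly). A replicate block was tried as an alternative.

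Peaks that shared at least 1 bp were merged into regions. A p63 site had a peak in both replicates of a stage. The classes early-only, late-only, all 3 stages, mutant-only and WT-only were defined by presence in both libraries of a group and absence from the contrasted libraries. Peak numbers were compared on the log2 scale by exact permutation tests over all partitions of the libraries. Overlap of p63 and Sox3 was compared with 1000 seeded circular shifts of the Sox3 intervals within each chromosome, one-sided. The span of a chromosome was taken as the last peak end in any list. Summit distances were compared with 1000 seeded uniform placements of the summits within their peaks, one-sided. Shares of sites were compared by Fisher's exact test, two-sided, and log2 odds ratios are given with their standard error, with 0.5 added to every cell of a comparison in which 1 cell was 0. The 11 Fisher tests formed 1 family for Benjamini-Hochberg adjustment, the 4 correlations of peak number with tags another. The smallest p written was 1e-300. Intervals are 95% Clopper-Pearson intervals; they cover counting error only, and neighbouring peaks and sites are not independent. A share of 0 was given no upper limit, since the lists hold only peaks above a threshold. The study tested differential Sox3 binding on read counts. Peak lists hold no such counts, so presence and absence of peaks were compared here in place of signal.

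Sites named in the text were chosen by a rule: on chromosomes 1 to 25, the 3 regions of each class with the highest mean percentile of −log10 q within the lists that define the class. The grouping, comparisons, tests, the rule for named sites and the first set of alternatives were chosen before the data were examined. Those alternatives were a −log10 q of at least 10, a fold enrichment of at least 5, an overlap of 50% of both peaks (for merged regions, a summit within the region), the same number of peaks per list (the strongest of each list), chromosomes 1 to 25 only, a peak in either replicate, a replicate block, shifts of 10 to 50 kb to either side, summits within 50 bp, and leaving out each replicate in turn. Thinning to equal depth and strict presence with lenient absence were added after the data were seen. In thinning, each summit pileup was drawn binomially to the depth of the shallowest library of the same antibody with an exact depth in the comparison, and a peak was kept if its −log10 p passed the lowest of that library. The seeded draw gives the values of the alternative, and 20 draws gave its spread. p63 36 hpf replicate 2 was left as deposited. Strict presence needed a −log10 q of at least 10, and lenient absence meant no deposited peak.

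Scripts ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The interval code was checked against bedtools 2.31.1 and gave the same 72866 merged p63 regions. The procedures were tested on simulated data. Pileups were recovered for 100% of 18174 simulated peaks, all 6000 planted mutant-only and 4000 planted WT-only regions were found, and 3% of 400 unrelated sets gave p of 0.05 or less in the shift test. In simulated libraries of unchanged sites with 2 deeper libraries, 2949 regions appeared only in the deeper pair and 174 only in the other pair, and after thinning 1174 and 1088.

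Annotation of sites, distance to transcription starts, sequence motifs and gene lists near sites are not analysed here, because no genome sequence or gene coordinates of this build were used. Other assays of the study are not used here.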

Results

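Binding of p63 and Sox3 was profiled in whole zebrafish embryos by ChIPmentation, a chromatin immunoprecipitation assay in which the Tn5 transposase inserts the sequencing adaptors into the captured chromatin. p63 is a transcription factor of the epidermal lineage and Sox3 a transcription factor of the neural lineage. The data comprised 12 libraries in 7 groups. p63 was profiled at 80% of epiboly (during gastrulation), at 24 hours post-fertilization (hpf) and at 36 hpf, with n = 2 libraries per stage. Sox3 was profiled in wild type (WT) embryos at 80% of epiboly and at 24 hpf with 1 library each, and at 36 hpf in WT embryos and in *tp63*−/− mutants, which lack functional p63, with n = 2 libraries per genotype. Sox3 at 80% of epiboly and at 24 hpf is represented here by a single library, so its spread is not known; the study describes second replicates left out for their quality. Each library was represented by the authors' list of peaks, with the position, summit, fold enrichment and significance of each peak on the genome build GRCz10 (danRer10). Fold enrichment and significance are the authors' own values for each peak and were used here only to describe, rank or filter peaks within a list and to recover the depth of that list.

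Peak lists held from 6045 to 81578 peaks per library. Depth is given here as the number of tags that entered the authors' peak call, recovered from the values of each list, which is not the number of reads sequenced. For p63 at 80% of epiboly the lists held 36652 and 42668 peaks from 20.9 M and 25.1 M tags (M, megatags). At 24 hpf they held 14707 and 25659 peaks from 12.1 M and 16.5 M tags. At 36 hpf they held 16993 peaks from 5.63 M tags and 9538 peaks from at most 1.04 M tags, the latter depth being an upper bound. The Sox3 lists held 6045 peaks from 2.75 M tags at 80% of epiboly and 67886 peaks from 11.6 M tags at 24 hpf. The WT Sox3 lists at 36 hpf held 51504 and 29082 peaks from 7.97 M and 5.75 M tags, and the *tp63*−/− lists held 81578 and 59786 peaks from 14.1 M and 12.9 M tags.

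Peak number rose with depth for both antibodies. Across the 6 p63 libraries, log2 peak number and log2 tags had Pearson's r = 0.882 (exact permutation p = 0.00556) and Spearman's rho = 0.943 (exact permutation p = 0.0167). Across the 6 Sox3 libraries r was 0.969 (exact permutation p = 0.00278) and rho was 0.943 (exact permutation p = 0.0167). Adjusted over these 4 two-sided tests by the Benjamini-Hochberg procedure, the values were 0.0111 for both r and 0.0167 for both rho. Without the 2 libraries farthest from the median depth, r was 0.991 for p63 (both 36 hpf libraries left out) and 0.831 for Sox3 (80% of epiboly and WT replicate 2 left out). Stage and genotype went together with depth: each p63 stage had its own range of depth, and both *tp63*−/− lists came from more tags than both WT lists at 36 hpf. No sequencing batch is given in the labels.

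**Figure D1:**
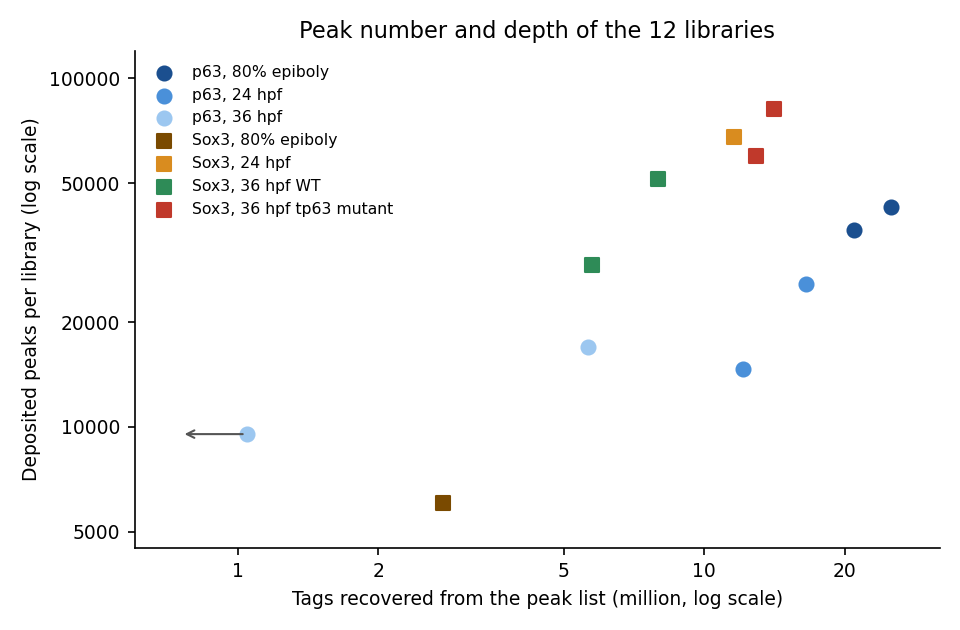
Deposited peaks per library (vertical axis, log scale) against tags recovered from the peak list (horizontal axis, M tags, log scale), with 1 point per library for the 12 libraries, circles for p63, squares for Sox3 and colour for the group; the arrow marks the p63 36 hpf library whose depth is an upper bound. Peak number rises with depth from 6045 peaks at 2.75 M tags to 81578 peaks at 14.1 M tags for Sox3, and from 9538 to 42668 peaks for p63.

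The first comparison asked how far the replicates of a group found the same peaks. The mean share of a library's peaks that overlapped a peak of the other replicate by at least 1 bp was 63.8% ± 7.15 (SD, n = 2) for p63 at 80% of epiboly, 55.7% ± 21.5 (SD, n = 2) at 24 hpf and 66.7% ± 26.7 (SD, n = 2) at 36 hpf. For Sox3 at 36 hpf it was 63.9% ± 25.3 (SD, n = 2) in WT embryos and 71.9% ± 15.7 (SD, n = 2) in *tp63*−/− mutants. Within each group the shorter list had the higher share, such as 85.6% (95% Clopper-Pearson interval 84.9 to 86.3) against 47.8% (47.1 to 48.6) for p63 at 36 hpf. Summits of overlapping replicate peaks lay at a median distance of 21 to 36 bp, and from 85.8% to 95.3% of them lay within 100 bp. Asking for an overlap of 50% of both peaks lowered the shares most, to 43.8% for p63 at 24 hpf and to 52.7% for p63 at 80% of epiboly.

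The number of p63 peaks was then compared between the 3 stages. It was 39660 ± 4254 (SD, n = 2) at 80% of epiboly, 20183 ± 7744 (SD, n = 2) at 24 hpf and 13265.5 ± 5271 (SD, n = 2) at 36 hpf. In mean log2 peak number, 80% of epiboly exceeded 24 hpf by 1.03 and 36 hpf by 1.64. Both lists at 80% of epiboly were longer than every later list, but the difference between the 3 stages did not pass an exact permutation test of the between-stage sum of squares (p = 0.133, 15 partitions of 6 libraries), which cannot go below p = 0.0667. Depth moved this result most. With the p63 libraries thinned to 5.63 M tags, except the shallowest 36 hpf library, the differences were 0.32 and 0.11 (exact permutation p = 0.733). Leaving out 1 library at a time gave differences of 0.62 to 1.43 and 1.22 to 2.05.

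p63 binding was followed over development by merging all p63 peaks into 72866 regions. A region counted as a p63 binding site (BS) of a stage where both replicates had a peak. The study also kept peaks common to its replicates, but its limit on fold enrichment was not applied here in the main setting. This gave 24806 BSs at 80% of epiboly, 10381 at 24 hpf and 8117 at 36 hpf, and 31197 BSs at any stage, or 24545 with a fold enrichment of at least 5. Of these, 3194 BSs (10.2%) were bound at all 3 stages. Early-only BSs were defined by binding at 80% of epiboly with no peak in any later library, and numbered 11219 (36.0% of all BSs). Late-only BSs were bound at 24 or 36 hpf with no peak in either library of 80% of epiboly, and numbered 4743 (15.2%). Regions whose peaks came from exactly 2 libraries of the same stage numbered 13659 in total, the largest count among the 15 ways to pair the 6 libraries (exact permutation p = 0.0667, the smallest possible), and the next highest was 11755. Of those 13659 regions, 11219 came from 80% of epiboly, 1044 from 24 hpf and 1396 from 36 hpf.

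The balance of early-only and late-only BSs depended on depth. Thinned to equal depth, early-only BSs fell to 2233 and late-only BSs numbered 5500, so that their order was reversed. With the same number of peaks taken from each list, early-only BSs numbered 2307 and late-only BSs 5197.

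**Figure D2:**
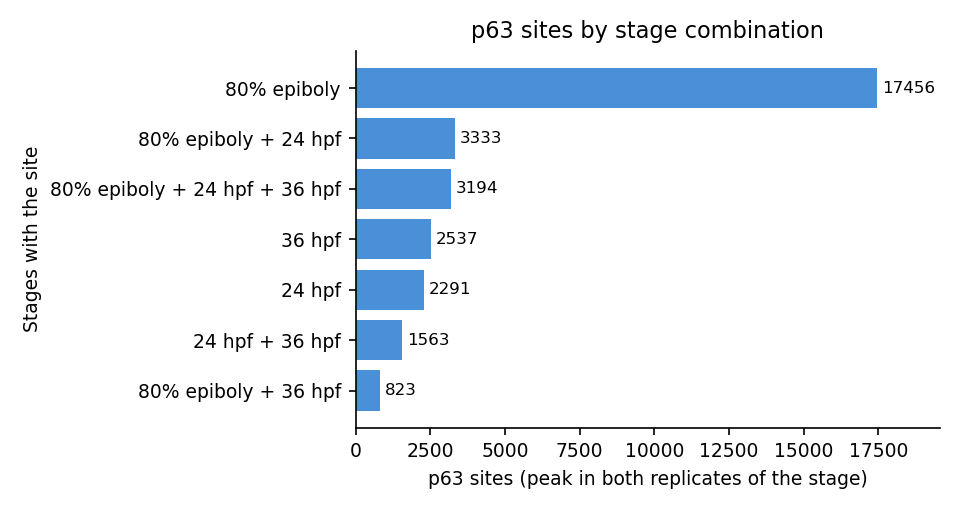
Number of p63 BSs (horizontal axis, regions with a peak in both replicates of a stage) for each combination of stages with the BS (vertical axis), 1 bar per combination, out of 31197 BSs from 6 libraries. The largest bar is binding at 80% of epiboly alone with 17456 BSs, followed by 80% of epiboly with 24 hpf (3333) and all 3 stages (3194); here a peak in a single replicate of another stage does not count as binding.

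For each class the 3 regions of highest mean rank within their lists are named, with 1-based coordinates. No annotation of this build was used, so genes at or near these regions are not analysed here. The early-only BSs were chr3 20841666 to 20842081 (fold enrichment 19.2 and 15.2 in the 2 libraries of 80% of epiboly), chr16 41548605 to 41549059 (17.4 and 14.6) and chr1 5763159 to 5763748 (16.3 and 12.3). The BSs of all 3 stages were chr20 4437668 to 4438041, with a fold enrichment of 28.3 to 36.6 over the 6 p63 libraries, chr4 23405628 to 23406275 (9.78 to 29.4) and chr17 53292600 to 53292893 (27.7 to 32.7). The late-only BSs were chr7 40987219 to 40987751 (20.8 and 29.2 in the 36 hpf libraries), chr24 26857148 to 26857882 (17.4 and 25.7 at 36 hpf) and chr12 41729001 to 41729583, which had peaks in both 24 hpf libraries (14.6 and 14.2) and both 36 hpf libraries (22.5 and 25.6).

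To ask how far p63 and Sox3 occupy the same regions, p63 BSs were compared with Sox3 sites of WT embryos, which needed both replicates at 36 hpf and the single list at the other stages. Over all stages 18556 of 31197 p63 BSs overlapped 1 of 71064 Sox3 sites, which is 59.5% (95% Clopper-Pearson interval 58.9 to 60.0) of p63 BSs and 22.2% of the 83430 merged regions of both factors. When the Sox3 sites were shifted along their chromosomes, 999 ± 33.1 (SD over 1000 shifts) p63 BSs overlapped and at most 1111 did, so that the observed number was 18.6-fold higher (one-sided permutation p = 9.99e-04, the smallest of 1000 shifts). At 80% of epiboly 4458 p63 BSs (18%, 17.5 to 18.5) overlapped a Sox3 site, 47.2-fold more than after shifting, and 73.2% of the Sox3 sites overlapped a p63 BS. At 24 hpf 5734 p63 BSs did (55.2%, 54.3 to 56.2), a 16.0-fold excess, and at 36 hpf 1097 (13.5%, 12.8 to 14.3), a 9.26-fold excess. Each stage had the same one-sided permutation p of 9.99e-04. This value also holds after adjustment over the 4 tests, since all are equal. Peaks of both factors in open chromatin that any antibody captures would also exceed the shifted sites, and no control library is stated. The test thus cannot tell such shared enrichment from binding of both factors. As the embryos were whole, an overlap does not show binding in the same cells either. The shares moved with list length: with the same number of peaks from each list, the share over all stages fell to 18.2%, that at 24 hpf to 9.70% and that at 36 hpf to 4.26%, and that at 80% of epiboly rose to 22.2%.

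The distance between p63 and Sox3 summits was examined in overlapping peaks of the same stage. Summits lay within 100 bp in 81.1% ± 0.0476 (SD, n = 2 p63 libraries) of pairs at 80% of epiboly, 77.0% ± 0.302 (SD, n = 2) at 24 hpf and 70.0% ± 0.0591 (SD, n = 2) at 36 hpf. Uniform placement of the summits within their peaks gave 56.8%, 55.0% and 52.5% (one-sided permutation p = 9.99e-04 in each library, the smallest of 1000 draws). Summits that lie towards the middle of overlapping peaks would exceed this placement with or without a link between the factors. The test thus cannot tell such a link from the shape of the peaks. The median distance per library was 47 to 57 bp. Within 50 bp the shares were 52.9%, 50.7% and 46.0%, with the same p. At a distance of 100 bp, the stricter rule of overlap moved the shares most, to 88.2%, 87.5% and 87.4%. The 6 libraries were tested as 1 family and all have the same adjusted value, 9.99e-04.

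Sox3 binding at 36 hpf was compared between WT and *tp63*−/− embryos. Peak number was 40293 ± 15855 (SD, n = 2) in WT embryos and 70682 ± 15409 (SD, n = 2) in mutants, a difference of 0.85 in mean log2 peak number, with replicate SDs of 0.58 and 0.32. An exact two-sided permutation test of 2 against 2 libraries gave p = 0.333. That is the smallest value this test can give with 4 libraries, so it cannot reach 0.05. Thinning to equal depth moved the difference most among the settings that kept all libraries and lowered it, to 0.51. At equal depth WT replicate 1 kept 46972.7 peaks and mutant replicate 2 kept 47481.9 on average over 20 draws, nearly the same number. WT replicate 2 kept 29082 and mutant replicate 1 kept 58424.9. Leaving out 1 library at a time, without thinning, gave a difference of 0.44 to 1.26, so that single libraries decide its size. The mutant lists also came from more tags, by 1.00 in mean log2 tags. Read totals listed by the study, which are not used here, do not separate the genotypes as the tags do, so this gap is one in tags behind the peak call and not in sequencing.

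All 4 Sox3 lists at 36 hpf merged into 102840 regions, of which 22511 had a peak in every library. In 13367 regions both mutant libraries and neither WT library had a peak (mutant-only), and in 262 regions the reverse held (WT-only). Of the 3 ways to split the 4 libraries into pairs, the split by genotype gave the most pair-restricted regions, 13629 against 5221 and 1622 (exact p = 0.333, the smallest possible). These counts depended on depth and list length. Thinned to the shallowest library, 7385 regions were mutant-only and 551 WT-only. With the same number of peaks from each list, 2408 were mutant-only and 1173 WT-only, and the other two splits gave totals of 1879 and 1327 against 3581 for genotype. In every setting mutant-only regions outnumbered WT-only regions. Peaks of mutant-only regions were weaker than those of regions bound in all 4 libraries, with a median percentile of significance of 47.2 and 32.8 within the mutant lists, against 85.1 and 79.9. Peaks of WT-only regions had a median percentile of 34.9 and 23.5 within the WT lists.

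**Figure D3:**
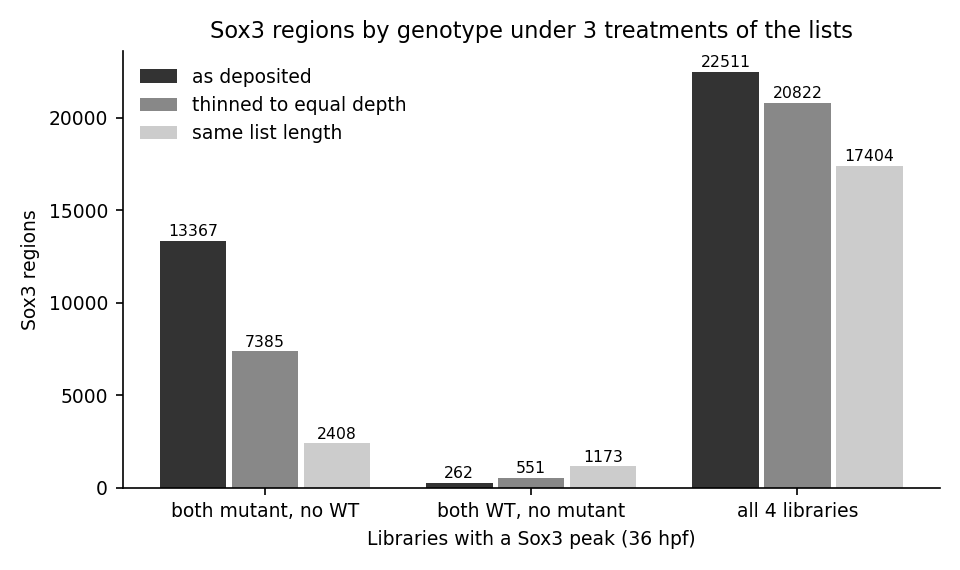
Number of Sox3 regions at 36 hpf (vertical axis) with a peak in both *tp63*−/− libraries and no WT library, in both WT libraries and no *tp63*−/− library, or in all 4 libraries (horizontal axis), with bars for the lists as deposited, thinned to equal depth and taken at the same length. Mutant-only regions fall from 13367 to 7385 and 2408, while WT-only regions rise from 262 to 551 and 1173.

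By the same rule of rank, the named mutant-only regions were chr17 418231 to 418987 (fold enrichment 16.9 and 15.9 in the 2 mutant libraries), chr2 17696654 to 17697149 (17.8 and 19.4) and chr21 38787368 to 38787731 (24.7 and 22.2). The named WT-only regions were chr14 43712684 to 43713164 (19.8 and 14.3 in the 2 WT libraries), chr2 59034984 to 59035216 (14.8 and 15.6) and chr5 36091119 to 36091317 (5.61 and 6.11).

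The next comparison asked whether Sox3 regions seen only in mutants were at p63 BSs. A p63 BS of any stage overlapped 2346 of 13367 mutant-only regions (17.6%, 95% Clopper-Pearson interval 16.9 to 18.2), 40 of 262 WT-only regions (15.3%, 11.1 to 20.2) and 8127 of 22511 regions bound in all 4 libraries (36.1%, 35.5 to 36.7). Mutant-only and WT-only regions did not differ (log2 odds ratio 0.24 ± 0.25 SE, Fisher's exact two-sided p = 0.367, adjusted over 11 tests 0.404). This ratio had no stable direction: with the same number of peaks per list it was −0.84 (Fisher's exact two-sided p = 2.31e-04), with thinned lists −0.63 (Fisher's exact two-sided p = 0.0138) and with a peak in either replicate 1.05 (Fisher's exact two-sided p = 3.65e-143). Mutant-only regions were less often at p63 BSs than regions bound in all 4 libraries (log2 odds ratio −1.41 ± 0.04 SE, Fisher's exact two-sided p = 1e-300, the smallest value written, adjusted 2.75e-300). Regions are not replicates, so these tests cover counting error only.

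Sox3 occupancy of early-only and late-only p63 BSs was compared in each Sox3 library. At 80% of epiboly 15.9% (15.2 to 16.6) of early-only and 0.190% (0.0868 to 0.360) of late-only BSs had a Sox3 peak, and at 24 hpf 59.3% (58.4 to 60.2) and 27.6% (26.3 to 28.9). In WT embryos at 36 hpf, early-only BSs had a Sox3 peak in 37.3% and 27.1% of cases in replicates 1 and 2, and late-only BSs in 18.3% and 13.2%. In *tp63*−/− mutants the shares were 55.0% and 51.0% for early-only and 22.8% and 19.3% for late-only BSs. Early-only BSs exceeded late-only BSs in every library, with log2 odds ratios of 6.63 ± 0.48 SE at 80% of epiboly, 1.93 ± 0.05 SE at 24 hpf, 1.41 ± 0.06 and 1.29 ± 0.07 SE in WT embryos, and 2.05 ± 0.06 and 2.12 ± 0.06 SE in mutants. The largest Fisher's exact two-sided p of the 6 libraries was 1.84e-87, adjusted over 11 tests 2.89e-87. Late-only BSs have no p63 peak at 80% of epiboly by definition, and 73.2% of the Sox3 sites of that stage overlapped a p63 BS. The ratio at 80% of epiboly thus follows in part from the definition of the classes and is no measure of a preference of Sox3 on its own. At 36 hpf a −log10 q of at least 10 moved the WT ratios most and raised them to 2.53 and 2.38, whereas calling p63 BSs from a peak in either replicate moved the mutant ratios most and lowered them to 0.80 and 0.94.

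The ratio was 1.35 ± 0.08 (SD, n = 2) in WT libraries and 2.08 ± 0.05 (SD, n = 2) in mutant libraries at 36 hpf. The difference of 0.73 exceeded the spread between replicates, but an exact permutation test of 2 against 2 libraries gave p = 0.333, its smallest possible value. When all lists, p63 and Sox3, were taken at the same length, the difference was 0.01 (exact permutation p = 1). With the p63 BSs unchanged and only the 4 Sox3 lists taken at the same length, it was 0.39, with SDs of 0.08 and 0.06. With the Sox3 lists shortened further to 6045 peaks each and the p63 BSs unchanged, it was 0.12, with SDs of 0.10 and 0.14. With only the 4 Sox3 libraries thinned to the shallowest it was 0.63 on average over 20 draws, with SDs of 0.08 and 0.03. After thinning of all lists, p63 and Sox3, it was 0.18.

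**Figure D4:**
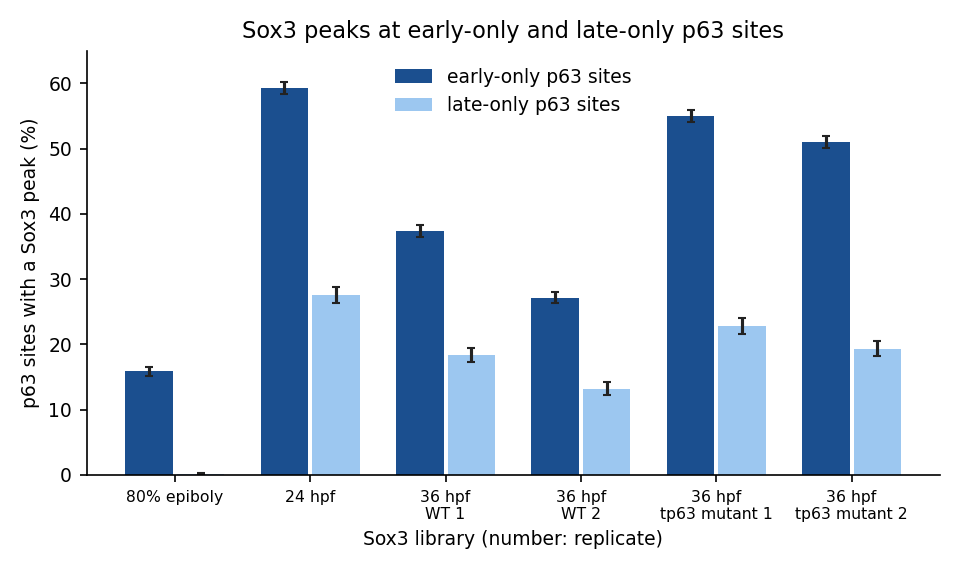
Share of p63 BSs with a Sox3 peak (vertical axis, %) in each of the 6 Sox3 libraries (horizontal axis), with dark bars for the 11219 early-only BSs, light bars for the 4743 late-only BSs, and 95% Clopper-Pearson intervals as error bars. Early-only BSs have the higher share in every library, from 15.9% against 0.190% at 80% of epiboly to 59.3% against 27.6% at 24 hpf. By definition, late-only BSs have no p63 peak at 80% of epiboly.

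Finally, Sox3 regions seen in a single genotype were counted at early-only and late-only p63 BSs. A mutant-only region overlapped 1133 early-only BSs (10.1%, 95% Clopper-Pearson interval 9.55 to 10.7) and 100 late-only BSs (2.11%, 1.72 to 2.56). The log2 odds ratio was 2.38 ± 0.15 SE (Fisher's exact two-sided p = 3.82e-82, adjusted over 11 tests 5.26e-82). WT-only regions overlapped 10 early-only and 6 late-only BSs, and these counts were too few to show a difference (log2 odds ratio −0.51 ± 0.75 SE, Fisher's exact two-sided p = 0.584, adjusted 0.584). Compared directly, mutant-only over WT-only regions were more frequent at early-only than at late-only BSs (log2 odds ratio 2.77 ± 0.76 SE, Fisher's exact two-sided p = 0.00129, adjusted 0.00157). This last ratio rests on the WT-only counts of 10 and 6. It was 0.06 ± 2.19 SE (Fisher's exact p = 1) with peaks of −log10 q of at least 10, the setting that moved it most. Only 61 WT-only regions were left there, so this value cannot show a loss of the difference. The ratio for mutant-only regions alone was 2.23 in that setting.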

Values the study reported

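The study reported 30,597 p63 binding sites over the 3 developmental stages. By k-means clustering it separated 3,956 early sites and 3,801 late sites. It counted 18,009 sites common to p63 and Sox3, which it gave as 22.4% of the sites of either factor. In the differential analysis of Sox3 binding at 36 hpf, the study reported 2,976 peaks up-regulated and 941 down-regulated in *tp63*−/− mutants. It stated that 42% of the up-regulated Sox3 sites overlapped p63 sites.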

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

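Both tests of depth given here were chosen only after the result was seen. Peak number moved in opposite directions for the 2 factors between 80% of epiboly and 24 hpf. Mean log2 peak number of p63 fell by 1.03 between n = 2 libraries per stage, and both 24 hpf lists were shorter than both lists of 80% of epiboly. log2 peak number of Sox3 rose by 3.49 between 1 library per stage, from 6045 to 67886 peaks. The gap between the 2 changes, Sox3 minus p63, was 4.51 on the log2 scale. It was singled out because every library of one factor moved one way and every library of the other the opposite way. The difference was not tested. With single Sox3 libraries the spread of Sox3 at these stages is not known, so a test would have to borrow it from other groups.

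Depth moved with stage in the same directions: the p63 libraries went from 20.9 M and 25.1 M tags to 12.1 M and 16.5 M, and the Sox3 libraries from 2.75 M to 11.6 M tags. For Sox3, depth as the whole cause does not hold, since the 24 hpf library thinned to the depth of 80% of epiboly still had 1.98 more in log2 peak number, where equal numbers would be needed. The rise came down from 3.49, so depth may account for part of it. For p63 the change at equal depth was −0.31, and the shortest list of 80% of epiboly lay 0.11 above the longest of 24 hpf. That change is smaller than the gap between the 24 hpf replicates at equal depth, which kept 9796.3 and 12478.8 peaks on average over 20 draws, so for p63 a change with stage and a change with depth cannot be told apart with 2 libraries per stage. Peaks outside chromosomes 1 to 25 were at most 2.49% of any list and give no room for either change. A difference in antibody yield or in the quality of the single Sox3 libraries stays open and untested, the study having left out further replicates of these groups for their quality, as does a biological change in Sox3 binding between the stages, which the design names.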

How the results depend on the processing

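The settings of thinning to equal depth and of strict presence with lenient absence were chosen only after the results were seen; all others were planned. Restricting the lists to chromosomes 1 to 25 changed none of 42 results, and the local shift (4 results) and summits within 50 bp (3) changed none either, though their p stayed at the smallest value that 1000 shifts or draws allow. The replicate block leaves the log2 differences as they are by construction, and neither it nor the main exact tests of peak number can pass 0.05. Of the other settings, 38 of 42 results were the same with a fold enrichment of at least 5, 36 of 39 with the stricter rule of overlap, 33 of 42 after thinning, 32 of 42 with a −log10 q of at least 10, 30 of 39 with the same number of peaks per list, 20 of 28 with a peak in either replicate and 15 of 27 with strict presence. A result counted as the same if it kept its direction and its side of the threshold of 0.05; for a count, if it stayed within 1.5-fold, and for a share without a test, if it moved by less than the SD between replicates or, with no replicates, stayed within its 95% interval. These tallies include the named sites of each class, chosen for their high rank, which stayed in their class in every setting run for them. They also include results whose exact test cannot pass 0.05 or whose p stays at its smallest value. The same call thus does not mean an unmoved value. The log2 difference of p63 peak number between 80% of epiboly and 36 hpf went from 1.64 to 0.11 after thinning. The share of p63 BSs with a Sox3 site went from 59.5% to 18.2% with lists of the same length. The excess of p63 and Sox3 overlap over shifted sites and the closeness of summits kept their direction and side of the threshold wherever tested. So did the preference of Sox3 for early-only over late-only p63 BSs in all 6 libraries, and that of mutant-only regions for early-only BSs. None of them was tested with a library left out. Strict presence was not run for overlap or summits, nor a peak in either replicate for summits. A kept direction does not lift the limits given above on shifted sites, on uniform placement of summits and on late-only BSs at 80% of epiboly.

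Counts moved with the number of peaks allowed in, but classes that need absence did not always fall with fewer peaks. Late-only BSs, 4743 as deposited, numbered 5101 with a fold enrichment of at least 5, 5197 with the same length and 5500 after thinning. With a −log10 q of at least 10 they numbered 3248. WT-only regions, 262 as deposited, numbered 355 with a fold enrichment of at least 5. BSs of p63 at any stage numbered 14972 with a −log10 q of at least 10 and with strict presence, 12820 with lists of the same length, 13734 after thinning and 72866 with a peak in either replicate. Early-only BSs numbered 5598 with a −log10 q of at least 10, 7366 with a fold enrichment of at least 5, 2307 with lists of the same length, 34616 with either replicate, 2233 after thinning and 3037 with strict presence. Late-only BSs numbered 19292 with either replicate and 2332 with strict presence. BSs of all 3 stages numbered 1864, 2002, 6299, 1699 and 1865 with a −log10 q of at least 10, the same length, either replicate, thinning and strict presence. Mutant-only Sox3 regions fell to 2408 with the same length, 7385 after thinning and 5486 with strict presence. WT-only regions changed to 61 with a −log10 q of at least 10, 1173 with the same length, 551 after thinning and 23 with strict presence. Regions in all 4 libraries numbered 14424 both with a −log10 q of at least 10 and with strict presence. Replicate overlap of p63 at 80% of epiboly was 52.7% when an overlap of 50% was asked for. The share of mutant-only regions at p63 BSs ranged from 5.19% after thinning to 21.4% with either replicate, and that of regions in all 4 libraries from 13.8% to 46.8%, among the settings that kept all libraries.

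The log2 odds ratio of a p63 BS in mutant-only over WT-only regions, 0.24 as deposited, changed sign in 5 settings: −0.36 with a −log10 q of at least 10, −0.019 with a fold enrichment of at least 5, −0.84 with lists of the same length, −0.63 after thinning and −0.80 with strict presence. Of these, the values with the same length (Fisher's exact p = 2.31e-04) and after thinning (Fisher's exact p = 0.0138) passed the threshold. It was 1.05 with a peak in either replicate and passed the threshold in that direction. The ratio of WT-only regions at early-only over late-only BSs, −0.51, became 2.02 with a −log10 q of at least 10, 0.38 with the same length and 1.94 with strict presence, and was −0.77 and past the threshold with either replicate. The ratio of mutant-only over WT-only regions at early-only over late-only BSs, 2.77, was no longer past the threshold at 0.057 with a −log10 q of at least 10 and 0.95 with strict presence. With a −log10 q of at least 10 and with strict presence, both of these last ratios had SEs of 2.18 to 2.27. Only 61 and 23 WT-only regions were left in these settings, so the values cannot show a reversal or a loss. The cause of the other changes was not tested. With the replicate block, the paired differences of log2 Sox3 peak number between mutant and WT libraries were 0.66 and 1.04 with a mean of 0.85 (exact sign-flip p = 0.5, the smallest possible), and the test of p63 peak number across stages, with log2 differences of 1.03 and 1.64, gave an exact permutation p of 0.333. The difference between mutant and WT libraries in Sox3 preference for early-only BSs, 0.73, was 0.18 after thinning of all lists and 0.01 with all lists at the same length. It was 0.63 with only the 4 Sox3 libraries thinned to the shallowest and 0.43 with them thinned to the library of 80% of epiboly. With the Sox3 lists at 29082 peaks it was 0.39 for the p63 BSs as deposited, 0.34 for p63 lists at 9538 peaks and 0.31 for p63 lists at 6045 peaks. These lengths and depths were chosen after the results were seen, and the exact test of the difference cannot pass the threshold in any setting.

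Leaving out 1 library at a time calls its stage or genotype from the remaining library, which lets more regions in. Mean log2 p63 peak number at 80% of epiboly then exceeded 24 hpf by 0.62 to 1.43 and 36 hpf by 1.22 to 2.05, and that of Sox3 in mutants exceeded WT by 0.44 to 1.26. p63 BSs at any stage numbered from 32205 to 47835, early-only BSs from 11335 to 25473 and late-only BSs from 5353 to 11270. The share of p63 BSs with a Sox3 site ranged from 53.3% to 61.0% over all stages, 12.3% to 13.4% at 80% of epiboly, 52.4% to 54.7% at 24 hpf and 13.2% to 21.7% at 36 hpf, and the share of near summits at 36 hpf from 69.2% to 70.5%. Mutant-only regions numbered from 15925 to 39992 and WT-only regions from 461 to 10893. The share at p63 BSs ranged from 9.94% to 25.7% for mutant-only regions, 5.07% to 18.7% for WT-only regions and 32.1% to 45% for regions in all 4 libraries. The log2 odds ratio of a p63 BS in mutant-only over WT-only regions ranged from −0.91 to 2.08, and over regions in all 4 libraries from −2.32 to −1.07. Sox3 preference for early-only over late-only BSs ranged from 4.19 to 6.35 at 80% of epiboly, 1.06 to 2.35 at 24 hpf, 0.64 to 1.68 and 0.53 to 1.79 in WT replicates 1 and 2, and 1.22 to 2.19 and 1.26 to 2.33 in mutant replicates 1 and 2. The mutant minus WT difference ranged from 0.52 to 0.79. Mutant-only regions at early-only over late-only BSs ranged from 1.58 to 2.30, WT-only regions from −0.94 to 0.22, and mutant-only over WT-only regions from 1.23 to 3.03.

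The shallow libraries limit what can be read from absence. p63 36 hpf replicate 2, with at most 1.04 M tags, was not thinned, so settings at equal depth still favour the other libraries over it. Site location within 5 kb of a start, motifs with up to 2 mismatches or within 50 bp, and gene lists within 100 kb were not run.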

Other observations

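As tests of an explanation, the following were chosen only after the result was seen. They are those on mutant-only and WT-only regions, on early-only against late-only p63 BSs and on Sox3 at these BSs between genotypes. The same holds for those on peak number against depth, on the weakest WT regions and on regions in fewer than 12 lists. It also holds for those on lists of several lengths or depths. Some of them reuse values reported above. These are the correlation of peak number with depth and the region counts with the same number of peaks per list, a setting that was planned. The other tests on the strongest p63 peaks, and those on p63 peak rank and on the loss of Sox3 at p63 BSs, were written before their results.

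Early-only p63 BSs numbered 11219. That is higher than the value quoted from the study above. Mutant-only Sox3 regions numbered 13367. That is higher than the up-regulated number quoted from the study above. WT-only Sox3 regions numbered 262. That is lower than the down-regulated number quoted from the study above. The share of mutant-only regions at p63 BSs was 17.6%. That is lower than the value quoted from the study above. Presence and absence of peaks is a different measure from a test on read counts or from clustering of signal, and regions near the threshold of the peak call enter it in large numbers.

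Peak number followed depth within each antibody, with Spearman's rho of 0.943 over 6 libraries for both antibodies. Depth fits as an explanation of part of the differences in list length. It is not the whole of them, since at equal depth the 4 Sox3 lists of 36 hpf still kept from 29082 to 58424.9 peaks and the Sox3 library of 24 hpf stayed above that of 80% of epiboly. The tags are those that entered the peak call, so more tags do not mean more reads sequenced, and read totals listed by the study do not separate the WT and mutant Sox3 libraries as the tags do. Duplicate reads in libraries of low complexity could lower the number, which was not tested.

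More Sox3 regions were mutant-only than WT-only at 36 hpf, 13367 against 262. Leaving out 1 library at a time kept this order but not its size. Without WT replicate 2 the counts were 15925 against 10893, and without WT replicate 1 they were 23677 against 1479. Without mutant replicate 1 they were 22543 against 695, and without mutant replicate 2 they were 39992 against 461. Greater depth of the mutant libraries as the whole cause does not hold: with all 4 libraries thinned to the shallowest, the mean ratio over 20 draws was 14.1 (13.5 to 15), where depth alone would leave the counts about equal. At equal depth, however, the splits that mix the genotypes also gave unequal counts, with ratios of 5.47 and 2.05 against 13.4 for genotype in the same draw, so the libraries differ in more than depth and genotype. Longer mutant lists stay open. With lists of the same length the ratio was 2.05, against 1.04 and 1.28 in the mixed splits, and 3 splits are too few to separate them. A difference in chromatin input between the genotypes also stays open. The methods of the study describe fewer embryos and smaller volumes for the mutant samples, so input and genotype cannot be told apart. The smallest exact permutation p of 2 against 2 libraries is 0.333. A wider Sox3 occupancy in the absence of p63 remains a hypothesis beside these.

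More p63 BSs were early-only than late-only, 11219 against 4743, but at equal depth the ratio was 0.400, with 2220.5 early-only against 5556.1 late-only BSs on average over 20 draws. The excess of early-only BSs did not outlast thinning, so depth may account for it. The classes differ in definition, however. Early-only BSs need absence from every later library, while late-only BSs may come from either later stage. Equal numbers are thus not the value without a change, and how much of the excess depth explains cannot be told. Since p63 36 hpf replicate 2 could not be thinned to a known depth, the reversed ratio is not a measure of biology either.

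Sox3 preferred early-only over late-only p63 BSs more in mutant than in WT libraries, by 0.73 in the log2 odds ratio. For the p63 BSs as deposited, greater depth of the mutant libraries as the whole cause does not hold. With the 4 Sox3 libraries thinned to the shallowest, the difference was 0.63 on average over 20 draws (SDs between replicates 0.08 and 0.03). At the depth of the Sox3 library of 80% of epiboly it was 0.43 (SDs 0.05 and 0.10). With the p63 lists thinned as well, it was 0.18, with ratios of 1.84 and 1.85 in WT and 2.02 and 2.02 in mutant libraries. The size of the difference thus also depended on the depth of the p63 lists. With the 4 Sox3 lists at the same length, the difference was 0.39, above the SDs between replicates of 0.08 and 0.06. With the Sox3 lists at 6045 peaks each it was 0.12, within or near the SDs of 0.10 and 0.14, and with the p63 lists shortened to 6045 peaks and the Sox3 lists whole it was 0.24. List length of the Sox3 libraries and an effect of genotype thus cannot be told apart, since the difference was beyond the spread at 29082 peaks per list and not at 6045. Chromatin input stays open here as above, and a gain of Sox3 at early p63 BSs without p63 is a hypothesis that 2 libraries per genotype cannot settle.

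The 100 strongest p63 peaks of a list shared more Sox3 peaks than the rest. Of the 100 strongest p63 peaks at 24 hpf, 83 and 76 overlapped a Sox3 peak, against 50.9% and 53.5% of the rest. At 36 hpf it was 36 to 50 of 100, against 13.1% to 22.9% of the rest. Regions enriched in every library, such as repeats or open chromatin that any antibody captures, were weighed as a cause. Peaks were found in all 12 lists in 210 of 154315 merged regions. Outside these regions the lowest log2 odds ratio at 24 and 36 hpf was 1.17 ± 0.35 SE, but a missing peak does not show absent enrichment. When the 1949 regions with peaks in at least 10 lists were left out, the ratio was 0.89 to 1.62 at 24 hpf and 0.76 to 1.46 at 36 hpf. With the 4172 regions of at least 9 lists left out it was 1.67 and 0.85 at 24 hpf (Fisher's exact p = 8.22e-05 and 0.0271), and at 36 hpf from −1.86 to 1.33, the lowest resting on 1 of 55 peaks. With the 7743 regions of at least 8 lists left out it was 1.32 and 0.32 at 24 hpf (Fisher's exact p = 0.00595 and 0.538). At 36 hpf it was then −0.96 to 0.19, with 1 to 4 of 44 or 45 top peaks shared. Such an exclusion also takes out shared peaks by its construction. At 24 hpf the excess outlasted all but the widest exclusion in both libraries. At 36 hpf it weakened earlier. With the 1949 regions left out, p63 replicate 2 passed the threshold (Fisher's exact p = 0.00365 and 0.00962). Replicate 1 did not (Fisher's exact p = 0.0699 and 0.0733). The top peaks left were about as many, with 52 and 60 at 24 hpf and 55 and 58 at 36 hpf outside regions of at least 9 lists. Over both stages common enrichment and co-binding cannot be told apart. Across 5 rank classes the pattern was small or absent. At 24 hpf the strongest class had a Sox3 peak in 50.7% and 47.3% of cases, against 49% and 50.9% in the weakest. At 36 hpf p63 replicate 1 gave 23.6% against 26.0% with WT replicate 1 and 16.5% against 14% with WT replicate 2, and p63 replicate 2 gave 25.5% against 22.3% and 16.5% against 14.3%. At 80% of epiboly 25 of 100 peaks in each library overlapped a Sox3 peak, against 12.6% and 11.6% of the rest, and outside the common regions the lowest ratio was −0.38 ± 0.54 SE. This last test removes only shared peaks by its construction, so the same holds at 80% of epiboly.

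At 80% of epiboly the share of p63 peaks with a Sox3 peak rose with p63 peak rank, from 4.89% and 3.61% in the weakest of 5 rank classes to 22.9% and 24.7% in the strongest. Wider peaks among the strong ones do not hold as the cause, since the share with a Sox3 summit within 100 bp rose 5.43-fold or more in both libraries. The short Sox3 list of this stage as the whole cause does not hold either, since p63 peaks of 24 hpf against a 24 hpf Sox3 list of the same 6045 peaks gave log2 odds ratios of −0.46 and −0.026, where the same rise would be needed. Against that 24 hpf Sox3 list, p63 peaks of 80% of epiboly still rose, with log2 odds ratios of 2.01 and 2.65 beside 2.53 and 3.13 against the Sox3 list of their own stage. p63 peaks of 24 hpf against the Sox3 list of 80% of epiboly gave 0.33 and 0.20. The rise was thus large only for the p63 lists of 80% of epiboly, and in all 4 p63 libraries it was higher against the Sox3 list of 80% of epiboly than against that of 24 hpf. Regions that are open or repeated in every library were not tested for this rise.

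A hypothesis that Sox3 needs p63 to occupy shared sites was tested in the mutants. Of 1110 Sox3 regions bound in both WT libraries at p63 BSs of 36 hpf, 1058 had a peak in both mutant libraries, which is 95.3% (95% Clopper-Pearson interval 93.9 to 96.5). Elsewhere 96.2% of 22294 regions did (Fisher's exact two-sided p = 0.127). After thinning the shares were 90.9% and 90.9%. Stratified by rank, the log2 odds ratio was −0.62 as deposited and −0.28 after thinning. Most of these regions thus kept a Sox3 peak in embryos without p63. The libraries come from whole embryos, and the study places p63 and Sox3 mainly in different domains. A Sox3 peak from cells without p63 would stay in either case, so a requirement in cells with both factors cannot be excluded. Among the weakest of 5 rank classes of the WT regions, however, 79.5% were kept at p63 BSs and 87.1% elsewhere (Fisher's exact two-sided p = 0.00410, adjusted over the 5 classes 0.0205). After thinning it was 61.6% and 72.4% (Fisher's exact two-sided p = 0.00166, adjusted 0.00830). Chance among the classes alone does not explain this difference at the threshold of 0.05, and thinning did not remove it. Peaks near the threshold of the call could be lost for technical reasons, and a need for p63 at some weak Sox3 sites stays an open hypothesis beside that.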
